A study of Mus musculus with 6 samples. Its data were reported in "Single cell and spatial transcriptomics analysis of kidney double negative T lymphocytes in normal and ischemic mouse kidneys" (2023).

How the data were processed

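Single-cell RNA sequencing had been performed on αβ T cells sorted from the kidneys of male C57BL/6J mice aged 7 to 8 weeks. Kidneys were normal (control group) or had undergone ischemia-reperfusion (IR group), in which both renal pedicles were clamped for 30 min. T cells were sorted into CD4, CD8 and CD4-negative, CD8-negative (DN) cells, and each of the 6 groups had 1 library. Groups were taken from the sample titles.

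The deposited matrices hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, which the authors made with 10x Genomics 3' chemistry and Cell Ranger at its default settings on the mm10 genome, with no normalization. The headers of the deposited files name Cell Ranger 5.0.1 for the 3 control libraries and 6.0.1 for the 3 IR libraries, whereas the methods of the study name 1 version. Condition and software version therefore cannot be told apart by design. Depth per cell also differed and was examined by thinning. Whether intronic reads were counted, and whether strand was used, was not given in the sources used here. The barcode lists had been filtered by Cell Ranger. No barcode held under 500 UMIs.

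Barcodes were kept with at least 500 detected features and at most 20% mitochondrial UMIs, and the 5% of barcodes with the most UMIs in each library were removed as likely doublets, after the filters described by the study. No doublet caller was run. The filters left 48277 of 54039 barcodes. Mitochondrial genes, ribosomal protein genes and Malat1 (104 features together) were removed from the totals. Cells were clustered with scanpy 1.11.5 (2000 variable genes without T cell receptor segments, 30 principal components, 15 neighbours, Leiden resolution 1, igraph 0.11.9) on 21104 features found in at least 5 cells. No batch correction was applied, although the study applied one, because each library is a group. Of 21 clusters, those with a Cd3d, Cd3e or Cd3g UMI in under 50% of cells were removed as non-T, a limit set after the clusters were seen. They held 12, 9 and 14 barcodes in control CD4, CD8 and DN, and 103, 100 and 99 in IR CD4, CD8 and DN. The analysis then held 47940 cells.

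Counts were summed over the cells of a library and expressed as CPM, the usual scaling of counts to a fixed total, here over the retained features. Cells are not replicates and there was 1 library per group, so no test was run, no p-value is given and no difference has a replicate check. Intervals are exact 95% Poisson intervals for sums of counts and exact 95% Clopper-Pearson intervals for shares of cells. Both cover counting error only, and not differences between mice, sorts or runs. A gene was counted as higher or lower when it reached 10 CPM in the higher library and differed at least 2-fold. For DN cells the difference had to hold against both CD4 and CD8. A count of 0 was set to a floor of 3 counts in ratios. The pooled depth of 4386054 to 60775832 UMIs put this floor between 0.0494 and 0.684 CPM.

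The genes named in the text were fixed by rule: a fixed list of sort, receptor, activation and memory genes, 10 genes named by the study as higher in control DN cells, and in each comparison the 5 genes with the largest ratio in each direction at 50 CPM or more. In addition, 13 gene lists were fixed: the study DN genes, immediate early, heat shock, naive or recirculating, tissue-resident, tubule, erythroid, myeloid, B cell, endothelial, NK, gamma delta and invariant NKT genes. The median log2 ratio of the study genes was placed among those of 10000 random lists matched on mean expression. For shares of cells with a UMI, each cell was thinned to 1000 UMIs without replacement, with the removed features included. Shallower cells were left out (100, 565 and 30 in control CD4, CD8 and DN, and 128, 184 and 395 in IR CD4, CD8 and DN). Gene coordinates and intronic lengths came from GENCODE M21 (GRCm38, mm10), where 32235 of 32285 features (99.8%) were matched by Ensembl identifier. Results that need certain genes are not reported here.

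These rules, the filters and most alternatives were chosen before the data were examined. The alternatives were TMM scaling (edgeR 4.0.16, R 4.3.3), the removed features kept, the top 5% of barcodes kept, no cell filters, a mitochondrial limit of 10%, non-T clusters kept, cells thinned to 1000 UMIs, a mean over cells, no minimum CPM, a minimum of 50 CPM, and for shares no thinning or thinning to 500 UMIs. After the data were seen, 3 were added: leaving out a cluster of 199 barcodes led by myeloid and antigen presentation genes (kept otherwise, since 79.4% of them had a Cd3 UMI), leaving out barcodes found in several libraries of 1 condition, and centring ratios within 20 bins of intronic length. The counting rules were tested on simulated Poisson counts in which 200 genes were changed 4-fold. In the comparison of IR DN with control DN, 100% of the changed genes were recovered and 0 of the unchanged genes were called, among 8641 genes at 10 CPM or more. That simulation held no variation between mice. Its changed genes were drawn from those at 50 CPM or more, and 4-fold lies well above the 2-fold rule. Recovery of genes nearer to 10 CPM or to 2-fold was not tested. Calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.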

Results

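The data comprised 6 single-cell RNA sequencing libraries of T cells sorted from mouse kidneys. Normal (control) and ischemic (IR) kidneys each gave 1 library per sorted subset, which was CD4, CD8 or DN. The deposited matrices held 54039 barcodes and 292762671 UMIs. Control CD4, CD8 and DN libraries held 10090, 10885 and 9525 barcodes with a median of 7080, 6427 and 8479 UMIs. IR CD4, CD8 and DN libraries held 10878, 7956 and 4705 barcodes with a median of 2389, 1686 and 1435 UMIs. The IR libraries were thus shallower in every subset. After filtering, 9254, 9304 and 8899 control cells and 10109, 6332 and 4042 IR cells remained (CD4, CD8 and DN). Ribosomal protein genes took 16.6%, 22.7% and 16.8% of control UMIs and 35.0%, 42.0% and 27.1% of IR UMIs in the same order. With 1 library per group no difference below has a replicate check, and intervals cover counting error only. The control and IR libraries also differed in Cell Ranger version, so each contrast of IR with control is a contrast of software versions as well.

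The sort was examined first. Cd4 (chromosome 6, 124864692 to 124888221) was at 210 CPM (95% interval 206 to 214) in control CD4 cells and at 0.154 and 0.346 CPM in control CD8 and DN cells. In IR cells it was at 146 CPM (140 to 153) in CD4 and at 0.466 and 0.456 CPM in CD8 and DN. Cd8a was at 867 CPM (859 to 876) in control CD8 and 0.247 CPM in control DN, and at 399.8 CPM (384 to 416) in IR CD8 and 0.228 CPM in IR DN. Cd8b1 was at 1371 and 1096 CPM in control and IR CD8 cells and at 1.33 and 2.28 CPM in the DN libraries. The T cell receptor genes Trac and Trbc1 lay between 639 and 1182 CPM in all 6 libraries, and Cd3e between 600 and 1101 CPM. Trdc was low throughout, at 2.05 to 5.60 CPM. After thinning, 89.9% of control DN cells (89.2 to 90.5) and 86.9% of IR DN cells (85.8 to 88.0) had a UMI of a Cd3 gene, against 11.4% of the 254 non-T barcodes with 1000 UMIs. Without thinning the shares were 99.2%, 92.1% and 15.1%, at median depths of 8364, 1450.5 and 1577 UMIs.

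The first comparison asked which genes set DN cells apart from CD4 and CD8 cells in normal kidney. Of 9050 genes at 10 CPM or more, 74 were at least 2-fold higher in DN than in both other subsets and 83 were at least 2-fold lower. The minimum expression moved these numbers most: with no minimum CPM they were 917 and 1937. Among genes at 50 CPM or more, the 5 largest ratios in favour of DN belonged to Klra5, Fcer1g, Klra9, Klra1 and Clnk. Klra5 (chromosome 6, 129898996 to 129917650) was at 62.9 CPM (60.9 to 64.9) in DN and at 3.17 and 2.85 CPM in CD4 and CD8. Klra9 and Klra1 were at 87.8 and 138 CPM in DN, and Clnk was at 89.1 CPM. Values of single Klra and Klrc genes are uncertain, since members of these families are similar in sequence. Among genes at 50 CPM or more in both CD4 and CD8, those lower in DN were led by Fam169b (5.97 CPM in DN, 105 in CD4 and 207 in CD8). Gm8369, BE692007, Gm20275 and Slamf6 followed. Gm20275 is annotated as antisense and is uncertain where counting ignored strand.

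All 10 genes the study had named for control DN cells were higher in control DN than in CD4 and CD8, and 6 were at least 2-fold higher than in both. Their median log2 ratio over the closer subset was 1.22, above all 10000 random lists of matched expression (95% of these between -0.26 and 0.04). The study chose these genes on these libraries, so the list is not independent evidence. Fcer1g (chromosome 1, 171229572 to 171234365) was at 193 CPM (190 to 197) in DN and at 13.8 and 13.6 CPM in CD4 and CD8. Trgv2 was at 193 CPM in DN, 37.0 in CD4 and 11.6 in CD8. The totals of Fcer1g and Trgv2 in control DN happened to be equal, at 11742 UMIs, but came from 2190 and 4145 cells. Klre1 was at 223 CPM (219 to 226) in DN, and 26.2 and 33.0 CPM in CD4 and CD8. Klrb1c, which encodes NK1.1, was at 209 CPM (205 to 213) in DN, 48.6 in CD4 and 6.17 in CD8. Klrc1 was at 293 CPM in DN, 63.8 in CD4 and 116 in CD8, and Fgl2 at 598, 279 and 186 CPM. The other genes were below 2-fold against at least 1 subset. Kcnq5 (chromosome 1, 21398403 to 21961942) was at 2371 CPM (2359 to 2384) in DN against 1402 in CD4 and 115 in CD8, so its log2 ratio was 4.36 over CD8 and 0.76 over CD4. The log2 ratio of DN over CD4 was 0.92 for Xcl1, 0.64 for Lyst and 0.34 for Dusp1.

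**Figure D1:**
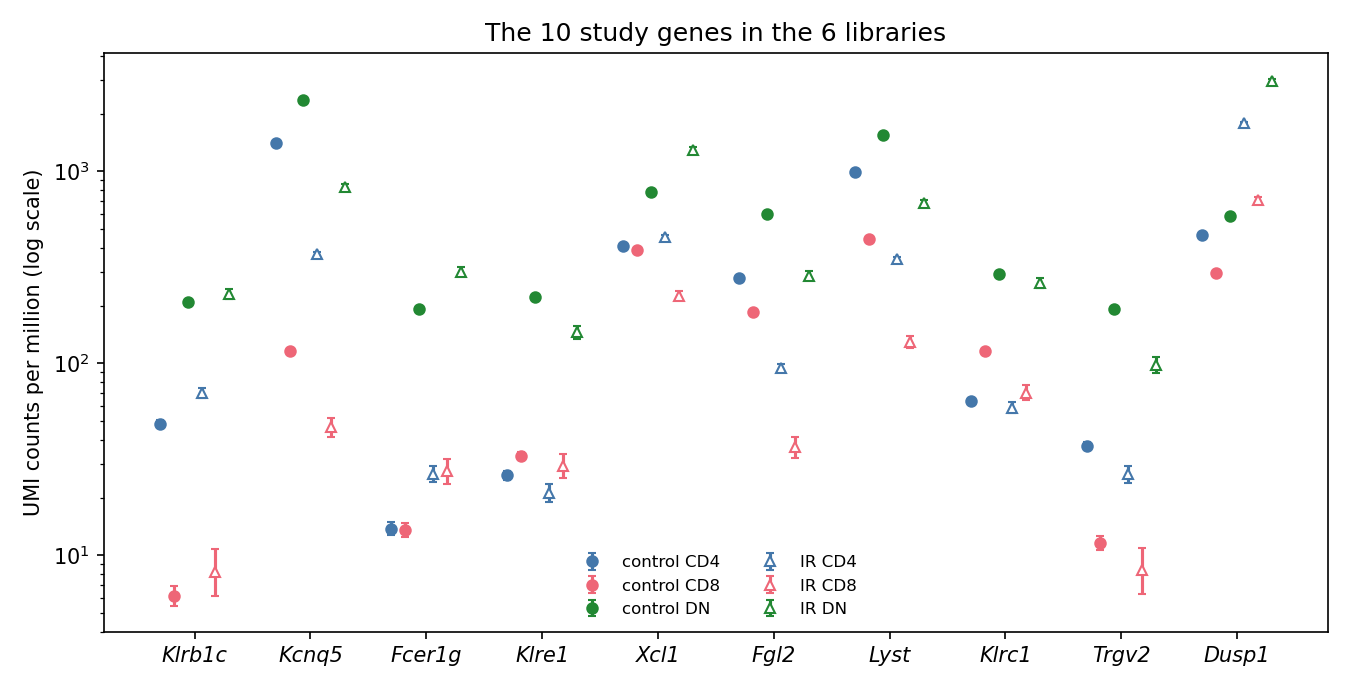
CPM (UMI counts scaled to the library total, log scale) of the 10 study genes in the 6 libraries, with circles for control, open triangles for IR, colours for the sorted subset and bars for exact 95% Poisson intervals (counting error only). The DN library lies above CD4 and CD8 for each gene in both conditions, while Kcnq5 fell from 2371 to 829 CPM in DN and Dusp1 rose from 586 to 2970 CPM.

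The same comparison in ischemic kidney gave 138 genes higher and 150 lower in DN than in both other subsets, of 9086 genes at 10 CPM or more. TMM scaling, which shifted the median log2 ratio of DN over CD8 by -0.15, gave 104 and 171. Of these genes, 48 were higher and 47 lower in both kidneys. The largest ratios in favour of DN at 50 CPM or more were those of Klra1, Fcer1g, Spry2, Klre1 and Klrc2. Fcer1g was at 300.04 CPM (284 to 317) in IR DN and at 26.5 and 27.5 CPM in IR CD4 and CD8. With the cluster led by myeloid and antigen presentation genes left out, an alternative chosen after seeing the data, the log2 ratio of Fcer1g in IR DN over CD4 went from 3.50 to 4.36, and 97 of the 199 barcodes of that cluster were in IR CD4. Spry2 was at 390 CPM (372 to 409) in IR DN, 50.3 in CD4 and 33.4 in CD8. Lower in DN were Igfbp4, Dapl1, Ccr7, Fam169b and Ifngr2. Igfbp4 was at 0.684 CPM (0.141 to 2.00, from 3 UMIs) in IR DN, 224 in CD4 and 160 in CD8. Of the study genes, 8 of 10 were at least 2-fold higher in IR DN than in both CD4 and CD8, with a median log2 ratio of 1.66.

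IR was then compared with control within each subset. In DN cells, 765 genes were higher and 1036 lower in IR, of 9201 at 10 CPM or more. The clusters, made without batch correction, largely separated the conditions in each subset. Clusters 4, 5 and 7 held 4357, 1367 and 2438 control DN cells and 2, 1 and 3 IR DN cells, and cluster 15 held 3732 IR DN and 5 control DN cells. In CD8 cells 722 were higher and 1614 lower, and in CD4 cells 698 were higher and 1361 lower. Of these, 347 were higher and 666 lower in all 3 subsets, and 165 were higher and 163 lower in DN alone. The median log2 ratio of all genes was -0.26 in DN, -0.38 in CD8 and -0.26 in CD4. TMM scaling moved the median in CD8 by 0.10. Across 9661 genes, which are not independent replicates, the log2 ratios of DN correlated with those of CD4 (Pearson r = 0.903, Spearman rho = 0.892) and of CD8 (r = 0.907, rho = 0.840), and those of CD4 with those of CD8 (r = 0.915, rho = 0.894). The ratios fell with the intronic length of the gene in each subset. Between the lowest and the highest of 10 equal groups of genes ranked by intronic length, the median log2 ratio went from 0.31 to -0.69 in DN, from 0.16 to -0.86 in CD8 and from 0.45 to -0.99 in CD4. The corresponding change between DN and the other subsets within 1 condition lay between -0.17 and 0.26. Centred within bins of intronic length, an alternative chosen after seeing the data, 880 genes were higher and 377 lower in IR DN.

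**Figure D2:**
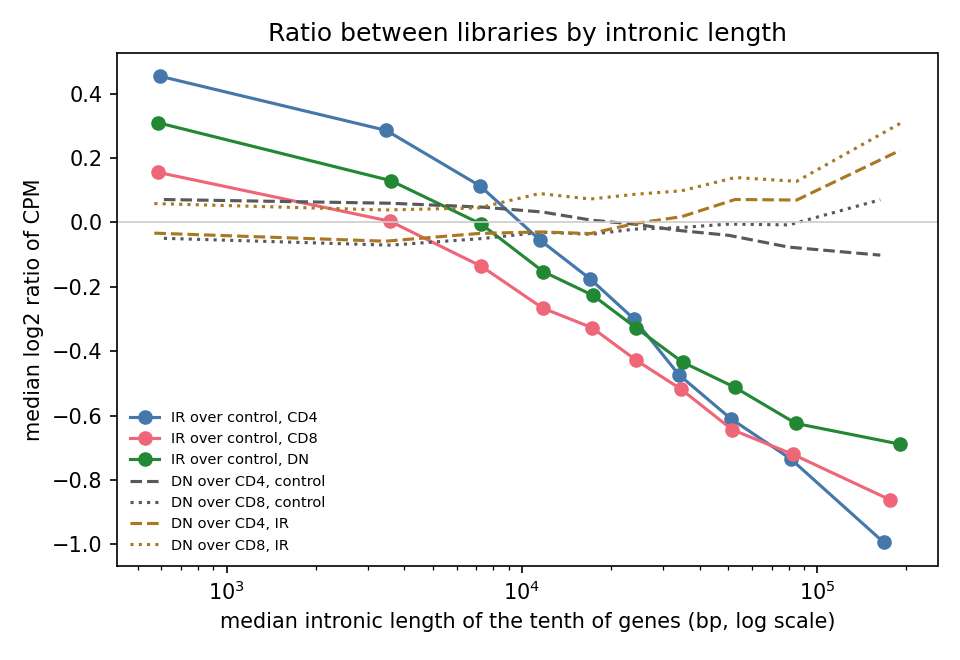
Median log2 ratio of CPM against the median intronic length (bp, log scale) of 10 equal groups of genes, for IR over control in each subset (coloured points) and for DN over CD4 or CD8 within a condition (dashed and dotted lines). The 3 contrasts of IR with control fall from between 0.16 and 0.45 to between -0.69 and -0.99, while the contrasts within a condition change by -0.17 to 0.26.

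Among genes at 50 CPM or more, the largest increases in IR DN were those of Srrm4, Gm49497, Gm50306, Fsip1 and Gm765. Gm50306 (chromosome 19, 46124930 to 46131471, a lincRNA) was at 3.37 CPM (2.93 to 3.87) in control DN and 835 CPM (808 to 862) in IR DN. At 50 CPM or more, Gm50306 was also the largest increase in CD4, and Srrm4 the largest in CD8. Below that level Gm49497, at 13.2 CPM in IR CD4, had a larger log2 ratio in CD4 (7.39 against 6.57). The other leading increases were those of 4930558K02Rik in CD8 and CD4, and Svopl, Nkain2 and Gm47371 in CD4. The total of Gm50306 was 3625, 4165 and 3661 UMIs in IR CD4, CD8 and DN, although these libraries pooled 15475192, 6443373 and 4386054 UMIs. The largest decreases in DN at 50 CPM or more were those of Cmss1, Hspa1b, Hspa1a, Cdk8 and Hsph1. Cmss1 went from 4106 CPM (4090 to 4122) to 317 CPM (301 to 334). It fell in CD8 and CD4 too, together with Bag3 in both, Kcnq1ot1 in CD8, and Ifngas1, Trerf1 and Gm42418 in CD4. Cmss1 and Trerf1 hold 302868 and 212014 bp of intronic sequence, so their falls hold the trend with intronic length described above. Both falls stayed at least 2-fold when centred by intronic length. Hspa1a and Hspa1b are near-identical copies and their separate values are uncertain, as are those of the antisense gene Kcnq1ot1.

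Of the study genes, 4 of 10 were higher and 3 at least 2-fold lower in IR DN than in control DN, and their median log2 ratio was -0.39, at the 17.6th percentile of matched random lists. Dusp1 rose from 586 CPM (580 to 593) to 2970 CPM (2920 to 3022) in DN, and also in CD4 (465 to 1782 CPM) and CD8 (296 to 714 CPM). Kcnq5 fell from 2371 to 829 CPM (802 to 857) in DN, a log2 ratio of -1.52, and by a log2 ratio of -1.91 in CD4 and -1.31 in CD8. It holds 555851 bp of intronic sequence, and centring by intronic length left a log2 ratio of -0.91 in DN, below 2-fold. Fgl2 and Lyst were also at least 2-fold lower in IR DN, and Lyst was not after centring (-0.44). Klrb1c was at 209 CPM in control DN and 231 CPM (217 to 245) in IR DN, and Klrc1 at 293 and 263 CPM. Fcer1g and Xcl1 had log2 ratios of 0.64 and 0.74, and Klre1 and Trgv2 of -0.62 and -0.98. Each of these 6 was below 2-fold, but Trgv2 passed 2-fold under 7 of 11 alternatives, among them TMM scaling (-1.03), the removed features kept (-1.16) and centring by intronic length (-1.33).

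Activation and memory genes were compared on the same scale. Il7r rose from 147 to 716 CPM in DN, from 266 to 892 in CD4 and from 375 to 787 in CD8. With the removed features kept, the rise of Il7r in CD8 was below 2-fold (log2 ratio of 0.64), as it was with no cell filters (0.99). Ccr7 rose from 32.9 to 247 CPM in CD4 and from 85.5 to 706 in CD8, and was at 0.938 and 8.89 CPM in DN. Cd44 fell from 349 to 161 CPM in CD4, from 171 to 67.0 in CD8 and from 322 to 225 in DN, and it holds 83749 bp of intronic sequence. In CD4 and CD8 the fall was below 2-fold after centring by intronic length (-0.36 and -0.58). Cd69 stayed between 434 and 623 CPM in all 6 libraries. Cd28 was at 537 and 618 CPM and Il2ra at 59.0 and 93.0 CPM in control and IR DN. Cd40lg was at 373 and 260 CPM in DN, close to CD4 (370 and 243) and above CD8 (37.3 and 12.1). Foxp3 was at 18.1 and 28.4 CPM in control and IR CD4. It had 4 UMIs in control DN and 0 in IR DN.

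**Figure D3:**
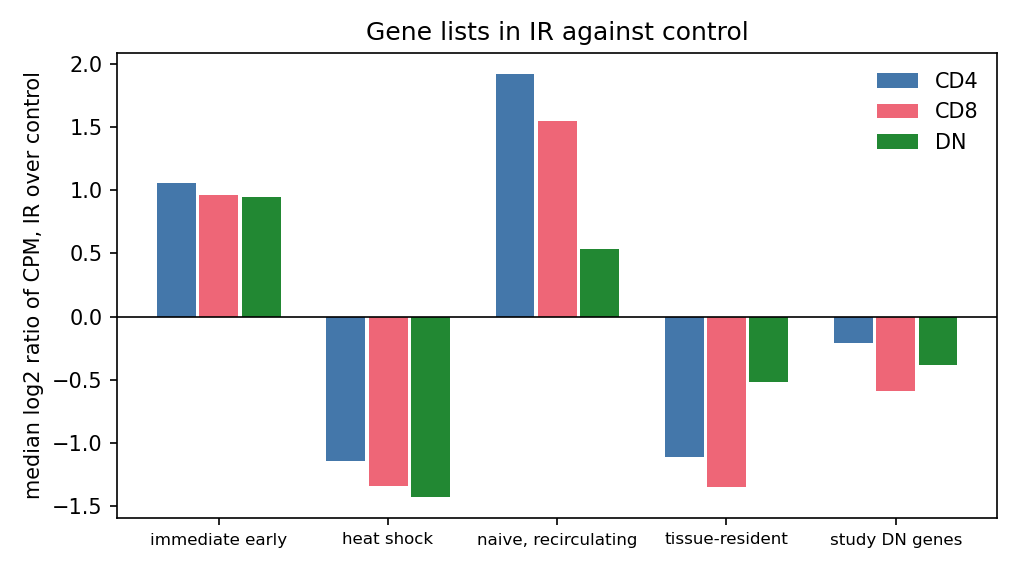
Median log2 ratio of CPM, IR over control, of 5 gene lists in CD4, CD8 and DN libraries (1 library per bar and condition, so without error bars). The median of the immediate early genes lay between 0.95 and 1.06 in the 3 subsets and that of the heat shock genes between -1.43 and -1.14.

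Of the gene lists, immediate early genes had median log2 ratios of 1.06, 0.96 and 0.95 in CD4, CD8 and DN (9, 8 and 11 of 12 genes higher), and heat shock genes of -1.14, -1.34 and -1.43. Naive or recirculating genes had 1.92, 1.55 and 0.54, and tissue-resident genes -1.11, -1.35 and -0.52. The tissue-resident medians are the values of Cd44, whose fall became -0.36 in CD4 and -0.58 in CD8 after centring by intronic length. The list medians were not centred. Members of the tissue-resident list with little intronic sequence went both ways. Cxcr6 (3355 bp) had log2 ratios of -1.51, -2.21 and -1.29 in CD4, CD8 and DN. Zfp683 (3688 bp) had -2.68, -3.90 and -2.27. Cd69 (1603 bp) had 0.10, 0.07 and 0.07, and Rgs1 had 0.48, -0.33 and 1.11. Among genes at 10 CPM in any library, the median for 6 myeloid genes was 2.02 and 1.70 in CD4 and CD8, and none is given in DN, where S100a8 and S100a9 had at most 2 UMIs per library. It was 4.76, 4.46 and 3.62 for 2 erythroid genes, 1.48, 0.29 and 1.01 for 4 B cell genes, 1.02, -0.40 and -0.87 for 4 NK genes, -0.43, -0.78 and -0.54 for 4 gamma delta genes and -1.09, -2.23 and -0.66 for 2 invariant NKT genes. Cd79b in IR DN, and Ncr1 and Zbtb16 in IR CD8, had at most 3 UMIs. The 1 endothelial gene at this level, Pecam1, had -0.34, -0.32 and 0.03. No tubule gene reached 10 CPM. Some genes sit in 2 lists: Dusp1 is also an immediate early gene and Trgv2 also a gamma delta gene among the study genes.

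Shares of cells with a UMI addressed the NK1.1 and PD-1 subsets of DN cells. At 1000 UMIs per cell, Klrb1c was found in 13.6% of control DN cells (12.9 to 14.4) and 13.7% of IR DN cells (12.6 to 14.9). These shares did not differ beyond counting error. The 1000 UMIs included the removed features, which took 21.8% and 30.3% of UMIs in the control and IR DN libraries. Depth in the retained features was thus not matched between control and IR, and a difference is not excluded. Klrb1c was found in 3.21% and 4.13% of control and IR CD4 cells, 0.481% and 0.504% of CD8 cells and 0.394% of the non-T barcodes. Without thinning the shares in DN were 44.7% and 18.9%, and 1.19% in the non-T barcodes. Pdcd1 was found in 1.43% of control DN cells (1.20 to 1.70) and 1.65% of IR DN cells (1.26 to 2.11), and in 8.50% and 2.28% without thinning. Among the non-T barcodes 0.394% had a Pdcd1 UMI. Most non-T barcodes lay in the IR libraries and many shared their sequence between libraries, so their shares are given for comparison only and measure no background in the DN libraries. In CD8, Pdcd1 fell from 4.42% (4.00 to 4.87) to 1.24% (0.975 to 1.54). Both genes were found in 2 of 8869 control DN cells and 6 of 3647 IR DN cells, and without thinning in 199 of 8899 (2.24%) and 9 of 4042 (0.223%), the other way round. Kcnq5 was found in 66.5% and 35.8% of control and IR DN cells and 6.30% of the non-T barcodes (88.2%, 43.5% and 7.42% without thinning). Fcer1g was found in 10.2%, 11.7% and 0.394% (24.6%, 14.5% and 0.593% without thinning). Ccr7 was found in 26.0% of IR CD8 cells (24.9 to 27.1) against 4.93% in control CD8, and in 0.0451% and 0.411% of control and IR DN cells.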

Values the study reported

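The study reported a filtered matrix of 19,378 features and 50,760 cells. It held 9747, 9805 and 9349 control CD4, CD8 and DN cells, and 10,724, 6777 and 4358 IR cells in the same order. The study excluded clusters of 587 cells, which it thought to be contaminants. For control DN cells against CD4 and CD8 cells, the study reported a logFC of 0.949 for Klrb1c, 1.18 for Kcnq5, 0.770 for Fcer1g, 0.860 for Klre1, 0.671 for Xcl1, 0.926 for Fgl2, 0.773 for Lyst, 0.626 for Klrc1, 1.08 for Trgv2 and 0.325 for Dusp1. In IR DN cells it reported enrichment of Dusp1 with a logFC of 1.02. In control DN cells against IR DN cells it reported logFC values of 0.087 for Fcer1g, 0.976 for Kcnq5, 0.188 for Xcl1 and 0.358 for Klrb1c. By quantitative PCR the study reported significantly higher Kcnq5 and Klrb1c in control DN than in IR DN cells. For Klre1 and Fcer1g it described a trend in that direction that was not significant. Kcnq5 and Klrb1c were also reported as significantly higher in control DN than in CD4 and CD8 cells.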

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

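All tests in this part were chosen after the results were seen. Gm13842, Cd101 and Tigit lie outside the rule for named genes and were chosen after their values were seen.

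In 3 genes the change with IR went in opposite directions between sorted subsets by at least 2-fold each way. Gm13842 (chromosome 5, 116026411 to 116029230, a lincRNA) had a log2 ratio of IR over control of -2.54 in DN, from 645 to 8 UMIs, against 1.95 in CD4 and 1.09 in CD8. Cd101 had 1.77 in DN and -1.49 in CD8, and Tigit 2.01 in DN and -1.04 in CD8. The difference between subsets was not tested, since each subset had 1 library per condition. The log2 ratios of CD8 and DN differed by at least 3.04, but the genes were chosen for this difference and the spread between libraries of a group is unknown, so it does not decide on a shift between the control and IR libraries that is equal in all subsets. A difference in the makeup of the sorted cells stays open. A difference between mice or sorts, and a response to ischemia that differs between subsets, were not tested.

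Barcodes with few Cd3 UMIs, which the comparisons left out, held a signal in the IR libraries above the level in control. Cluster 20, whose leading genes included Apod, Trf and Mag, held 134 barcodes in the IR libraries and 0 in the control libraries. Its 48 distinct barcode sequences were found in all 3 IR libraries (100%), against 0.0147% of the 20437 distinct T cell barcodes of the IR libraries. Cluster 9, led by Ptgds, Spp1, Sparc, Fxyd2, Dcn and Mgp, held 168 IR and 35 control barcodes. Of its 71 distinct IR sequences, 62 (87.3%) were found in all 3 IR libraries. None of its 35 control sequences was found in all 3 control libraries. Across clusters, 147 barcode sequences were found in all 3 IR libraries and 66 in all 3 control libraries. Sharing of sequences was thus not confined to the IR libraries. The same sequences in libraries made from separate sorts are consistent with barcodes carried over from another library, such as by index swapping. Between 38.3% and 53.5% of the cluster 20 barcodes had an Xist UMI, although the mice were male. Which library they came from was not tested, and ambient RNA or cells present in each sort would not by themselves give equal barcode sequences. No biological explanation was tested.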

How the results depend on the processing

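The alternatives chosen after seeing the data were the mixed cluster (led by myeloid and antigen presentation genes) left out, the shared barcodes left out and the centring by intronic length. No paired analysis was possible because every group has 1 library, so no replicates can be paired, and the results come from no test. A comparison of IR with control with the 3 sorted subsets as blocks is possible and was not made, since the subsets are different cells and not replicates.

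Among the alternative values of the main results, 140 stayed and 41 moved. Staying meant lying within 1.5 times of a count or within the counting interval of a median or share. Counts and shares cannot change sign, and the medians of the study genes kept theirs. In IR against control more genes were lower than higher, but this balance turned under some alternatives. In DN, 765 higher and 1036 lower became 880 and 377 when centred by intronic length. With no minimum CPM they were 8929 and 1953, and with no cell filters 943 and 907. In CD8 and CD4 it turned only under centring and with no minimum CPM. No main result moved under TMM scaling, with the top 5% of barcodes or the non-T clusters kept, or with no cell filters. None moved with a mitochondrial limit of 10%, in cells thinned to 1000 UMIs, or with the mixed cluster or the shared barcodes left out. Within a cell, thinning leaves the share of each gene in place on average, so the thinned values say nothing on lower depth per cell. It also leaves out shallow cells and gives the others equal depth, so pooled ratios can move. Of 144 ratios of named genes, 64 left their counting interval in thinned cells, which also hold fewer UMIs. Of the study genes, 6 were at least 2-fold higher in control DN under each alternative run for that count.

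With no minimum CPM, the genes higher and lower in DN than in both other subsets numbered 917 and 1937 in normal and 2392 and 672 in ischemic kidney. Those higher and lower in IR were 8929 and 1953 in DN, 8016 and 2901 in CD8, and 6558 and 2785 in CD4. By construction this adds genes near the floor. With a minimum of 50 CPM, which by construction leaves fewer genes, the same numbers were 31 and 29, 49 and 62, 335 and 544, 318 and 845, and 382 and 776.

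With mitochondrial, ribosomal and Malat1 features kept, 212 genes were higher and 81 lower in DN in ischemic kidney. In IR against control 349 were higher and 3263 lower in CD8, 341 and 2576 in CD4, and 543 and 1531 in DN, against 765 and 1036 in DN without these features. The median log2 ratio of the study genes was 1.27 in control DN over the closer subset and -0.56 in IR DN over control DN. By construction a larger share of these features in IR lowers all other genes there. Centred by intronic length, 377 genes were lower in DN, 527 in CD8 and 460 in CD4, against 1036, 1614 and 1361, while 880, 967 and 757 were higher, against 765, 722 and 698. The median of the study genes in IR DN was then -0.24. Under TMM scaling 104 genes were higher and 171 lower in DN in ischemic kidney, against 138 and 150. As a mean over cells the median of the study genes in control DN was 1.26. The cause was not tested for the mean over cells or the centring.

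Shares followed depth. Without thinning, Klrb1c was found in 44.7% and 18.9% of control and IR DN cells and Pdcd1 in 8.50% and 2.28%. Thinned to 500 UMIs, Klrb1c was found in 7.43% and 7.15% and Pdcd1 in 0.955% and 1.09%.

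Of 144 ratios of named genes, 114 were at least 2-fold. None of their 1188 alternative values reversed, and 8 were below 2-fold, in 7 ratios. Under centring these were IR over control for Kcnq5 (-0.91) and Lyst (-0.44) in DN and Cd44 in CD4 (-0.36) and CD8 (-0.58). With features kept they included Il7r in CD8 (0.64), and with no cell filters it was Il7r in CD8 (0.99). Another was Foxp3 in CD8 in thinned cells, where both libraries had 0 cells with a UMI and no ratio can be given. Of the ratios below 2-fold, 7 reached it in 17 alternative values, 7 of them of Trgv2 in IR DN over control DN (to -1.33 under centring). The others were Xcl1 over CD4 and CD8 and Dusp1 over CD8 in control DN, Lyst in IR DN over CD4, and Il2ra in IR over control in CD8 (-1.61 when thinned) and DN.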

Other observations

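The test of the genes at least 8-fold higher in IR in all 3 subsets was chosen after that result was seen. The other tests in this part were set before the result they measure was seen.

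A set of 60 genes was at least 8-fold higher in IR than control in all 3 subsets. Their UMIs summed to 54612, 53411 and 45164 in IR CD4, CD8 and DN, although the CD4 library pooled 3.53 times the UMIs of the DN library. The median ratio of their counts, IR CD4 over IR DN, was 0.950, and 51 of 60 lay within 1.5 times of 1. Of 7653 other genes 53 did, and their median ratio was 3.55. The median intronic length was 100094 bp in the set and 20218 bp in the other genes. An amount per library that does not scale with the RNA of the sorted cells could give these counts. The genes may then not be transcripts of these T cells. However, Gm50306 was among the 10 leading genes of T cell clusters 14, 15 and 19 and not of 17 or 18. Cluster 15 held 3318 IR CD4 and 3732 IR DN cells. Near-equal counts in these 2 libraries therefore do not decide whether T cells made the transcripts. The source of such an amount was not tested, and a response to ischemia was not tested apart from it. The largest increases in IR, such as Gm50306 and Srrm4, should be read with this in mind.

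Genes with more intronic sequence were lower in IR. The difference in median log2 ratio between the highest and lowest of 10 groups of intronic length was -1.45 in CD4, -1.02 in CD8 and -0.998 in DN, against a preset limit of -1 for all 3. Contrasts within a condition gave -0.17 to 0.26. Intronic reads counted in the control libraries and not in the IR libraries could give such a trend, but the limit was narrowly missed in DN and software version and condition are confounded. The explanations cannot be told apart with these libraries. The decrease of Kcnq5 in DN lay -1.12 from the median of 200 genes of similar intronic length, at their 8th percentile. The difference lay outside the preset 0.5. The log2 ratio itself (-1.52) lay inside the 5th percentile of the ratios of those genes (-1.68). The explanation by intronic reads therefore stays open for Kcnq5 in these libraries. The study also reported higher Kcnq5 in control DN than in IR DN cells by quantitative PCR, which counts no sequencing reads. Those measurements were not part of the data used here. The log2 ratio after thinning was -1.54 (-1.60 to -1.47). Within a cell, thinning leaves the share of a gene in place on average, so this ratio says nothing on lower depth per cell. At equal depth the share of DN cells with a Kcnq5 UMI was 66.5% in control and 35.8% in IR.

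Dusp1 rose in all 3 subsets. A stress or handling response shared by all sorted cells could do this. The smallest median of the immediate early list was 0.95, just short of the preset 1. A DN median of at least 1 with CD4 and CD8 medians below 0.5 would have argued against such a response. The CD4 and CD8 medians were 1.06 and 0.96. Most genes of the list hold little intronic sequence. The tenth of genes with the least had medians of 0.45, 0.16 and 0.31 in CD4, CD8 and DN. The immediate early list was not centred by intronic length, so its median holds that trend. Dusp1 is a member of that list. Heat shock genes fell, with medians between -1.43 and -1.14. A response to ischemia cannot be told apart from handling, since no library separates them.

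The higher Fcer1g in control DN is not explained by myeloid cells left in the library. In cells with a Cd3 UMI and no UMI of the 10 myeloid genes, 96.9% of control DN cells, Fcer1g was at 190.6 CPM against 11.5 in CD4 and 11.6 in CD8, and the smaller log2 ratio was 4.04 (3.91 to 4.17). NK cells without a T cell receptor are argued against as the source of the NK receptor genes. At 1000 UMIs per cell 89.9% of control DN cells with a Klrb1c UMI and 89.8% of those without had a Cd3 UMI, a difference of 0.0657 percentage points. Ncr1 was at 15.3 CPM in control DN against 0.198 in CD4 and 0.395 in CD8, so a small number of such cells is not excluded. T cells that carry NK receptors remain a hypothesis, found and tested on the same data.

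On a scale of log2 of mean counts per 10000 plus 1, control DN over CD4 and CD8 cells gave 1.35 for Fcer1g, 1.37 for Klre1, 1.09 for Klrc1 and 0.52 for Dusp1. In natural log they were 0.937, 0.948, 0.755 and 0.361. These 4 are the study genes more than 1.5 times from the quoted values in log2. The other 6 were also above them in log2, by less, and below them in natural log. IR DN over control DN gave 2.19 for Dusp1 and -1.49 for Kcnq5 in log2, and 1.52 and -1.03 in natural log. For these genes and contrasts the values quoted from the study above are smaller in size, but their log base is not stated and in natural log none of these is more than 1.5 times away. In log2, IR DN over control DN was 0.44 for Fcer1g and 0.68 for Xcl1. Both lie in the direction of IR, whereas the values quoted from the study above are for enrichment in control, and that for Fcer1g is close to 0. Klrb1c was at 0.03 on that scale, and its pooled log2 ratio of 0.14 became -0.03 with the removed features kept. No direction is read from Klrb1c here, whereas the value quoted from the study above lies further from 0, toward control. The quantitative PCR of the study also had Klrb1c higher in control DN than in IR DN cells. The non-T clusters held 337 barcodes. That is lower than the number quoted from the study above, and the clusters were rebuilt here. The study described its excluded clusters as without Cd3 or Cd2 and with myeloid markers. The mixed cluster of 199 barcodes, led by myeloid and antigen presentation genes, was kept here. Whether its barcodes were among those the study excluded was not tested. The feature and mitochondrial filters alone left 50961 of 54039 barcodes, and the removal of the top 5% left 48277. The first lies close to the total quoted above and the other below it.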
